A study of Mus musculus with 9 samples. Its data were reported in "ATRX guards against aberrant differentiation in mesenchymal progenitor cells" (2024).

How the data were processed

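ATAC-seq measures where a transposase can cut the chromatin of a cell, and places with many cut fragments are called as peaks of open chromatin. The assay was run on mouse C3H/10T1/2 cells, an established line used as a model of mesenchymal progenitor cells (MPCs), which can become fat, bone, cartilage or muscle cells. There were 3 libraries of wild-type (WT) cells and 3 libraries of each of the *Atrx* knockout (KO) clones B10 and G7, 9 libraries in all. Each library was placed in its line by its own label, and the replicate number was taken from the same label. ATRX is a chromatin remodeller encoded on the X chromosome.

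The authors aligned paired-end reads to the mouse genome mm10 with Rsubread after quality control with Rfastp, and called peaks with MACS2 in its paired-end mode, separately for each replicate and not on pooled replicates. The methods for ATAC-seq do not state the MACS2 version. They name no input control either, but the names of the deposited peaks mention an input, so it is unclear whether one was used. The exclusion of blacklisted regions is described in the part on CUT&RUN, and whether it covered these lists is unclear. The deposited peak lists give for every peak the start, end and summit position, a display score, a fold enrichment, which is a ratio of the signal to the background (local, or from an input if one was used), and the −log10 of a p-value and of a q-value. All of these values are the authors' own, made by the peak caller. The fold enrichment, the −log10 p-value and the −log10 q-value of a peak were used only to describe, rank or filter peaks within a list, and the score was not used, since it repeats the q-value. The lowest −log10 q-value was between 1.30 and 1.31 in the 9 lists, which places the threshold of the authors at a q-value of 0.05. The lists hold no read counts, so the depth of each library is unknown here and no count model was applied. The number of peaks stands in for it, from 76385 to 88535 per library, and a peak missing from a list may be one that fell just under the threshold. No pair of libraries shared over 0.379% of peaks with the same start and end, so no library was present more than once.

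Peaks on chromosomes 1 to 19, X and Y were kept. Every peak ended within the length of its chromosome in the GRCm38 reference, which is the same assembly as mm10. Following the recipe of the study, peaks of all libraries were reduced to merged regions where they overlapped or touched, and a region was kept as a consensus region when at least 2 of 3 libraries of any line held a peak in it (overlap of at least 1 bp). A region was called gained in a clone when at least 2 of 3 libraries of the clone and 0 of 3 WT libraries held a peak, and lost in the reverse case. Gained or lost in both clones means called the same way in each. The study tested read counts in such regions with DESeq2, which peak lists do not allow, so presence and absence were compared here. These are calls of presence, and a region that is open in every library and differs in strength is not seen by them.

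Means of the lines were compared with exact two-sided permutation tests over libraries. With 3 libraries against 3 the smallest p is 0.1, so no such test can pass 0.05. The 3 comparisons of a measure were adjusted together with the Benjamini-Hochberg method. Counts of regions were set against all 10 splits of the 6 libraries of a pair of lines, and against all 84 ways to set 3 of the 9 libraries apart. Both clones were compared with the same WT libraries, so 100 simulations drew pairs of unchanged clones from a beta-binomial model of the WT libraries. The Jaccard index, bases shared by a pair of libraries over bases covered by either, was compared within and between lines with an exact one-sided test over all 280 groupings of the 9 libraries.

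Regions were annotated with GENCODE mouse release M21. A promoter was 3 kb either side of a transcription start site, and a region was given the first fitting class among promoter, 5′ UTR, 3′ UTR, exon, intron and intergenic. Shares of regions carry 95% Wilson intervals, which cover counting error only, and regions are not independent replicates. Motifs were sought as exact matches on either strand within 100 bp of the summit, for TGASTCA (AP-1), CCTTTGTB (SOX) and AAAAAAAA (an A tract, like the site of ZNF384). They were chosen because the study named these families among the top motifs of its gained peaks, which came from the same libraries. Shares were set against 1000 draws of other consensus regions matched in 10 bins of GC content and 10 bins of rank. The rank of a peak is its percentile of −log10 q within its own library, with 100 the highest. Lists of adipocyte, cartilage, bone and muscle genes were compared with 10000 random lists matched on the number of consensus regions per gene, where each region went to the gene with the nearest protein-coding start site. Motif and list tests were two-sided permutation tests by these random draws, and the 6 motif tests and the 8 list tests were each adjusted with the Benjamini-Hochberg method.

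Genes and regions were named by a rule. The genes were *Atrx* first, then *Pparg*, *Cebpa*, *Fabp4*, *Lpl*, *Etv1*, *Cd34* and *Fam46a* (*Tent5a* in the annotation), each with 50 kb on either side, and for *Pparg* also the window 15 to 25 kb upstream of a start site. The regions were the 5 gained and the 5 lost in both clones, with a peak in every library of the present side and none on the other, whose lowest rank was highest. The groups, the tests, this rule, the gene lists, the motifs and the alternatives for each choice were all chosen before the data were examined. The alternatives were a minimum −log10 q of 10, an equal number of top peaks per library (76385), other rules of presence, merging up to 200 bp apart, other promoter and summit windows, every sequence in the lists, pairing by replicate number, and each library left out in turn. The alternatives of leaving one replicate number out of every line, and of asking a library to cover at least 50% of a region, were added after seeing the data.

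The calls were tested on simulated data. In simulated libraries with 97338 regions, 161 of 200 regions planted as gained in both clones were recovered (80.5%, where 81.0% was planned by the chance of a peak per library), and 153 of 200 planted as lost (76.5% against 71.5%), with 0 called the wrong way. The simulation also called 870 regions as gained and 646 as lost in total, so most of its calls were regions that the planting had not touched. Merging gave 135835 regions, as did bedtools. The matched draws called 5% of 100 simulated unchanged properties at a p under 0.05. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and Matplotlib 3.10.9, with samtools 1.23.1 and bedtools 2.31.1.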

Results

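To ask how loss of ATRX changes chromatin accessibility in MPCs, peaks of open chromatin were compared between 3 WT, 3 B10 and 3 G7 libraries. The libraries held from 76385 to 88535 peaks, covering 46.7 to 50.1 Mb, with median peak widths of 464 to 531 bp. Sequencing depth is unknown from the lists, so a missing peak was read as not detected rather than as closed chromatin.

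B10 libraries held 85789 ± 3908 peaks (SD, n = 3), G7 libraries 78289 ± 1664 (SD, n = 3) and WT libraries 79755 ± 1549 (SD, n = 3). The difference of B10 from WT was 6034 peaks (exact permutation p = 0.1, adjusted p = 0.15). This is the smallest p that 3 against 3 libraries allow, and all 3 B10 libraries lay above all 3 WT libraries. G7 differed from WT by -1465 peaks (exact permutation p = 0.4, adjusted p = 0.4), which was within the spread of the libraries. B10 exceeded G7 by 7500 peaks (exact permutation p = 0.1, adjusted p = 0.15). The covered length was 49.2 ± 1.01 Mb in B10, 48.8 ± 1.17 Mb in G7 and 48.0 ± 1.24 Mb in WT (SD, n = 3 each). The covered length was above WT by 1.17 Mb in B10 (exact permutation p = 0.3) and by 0.747 Mb in G7 (exact permutation p = 0.6, adjusted p = 0.9 for both), with libraries that overlapped between the lines. With an equal number of peaks per library, the difference of B10 in covered length changed sign to -0.536 Mb.

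**Figure D1:**
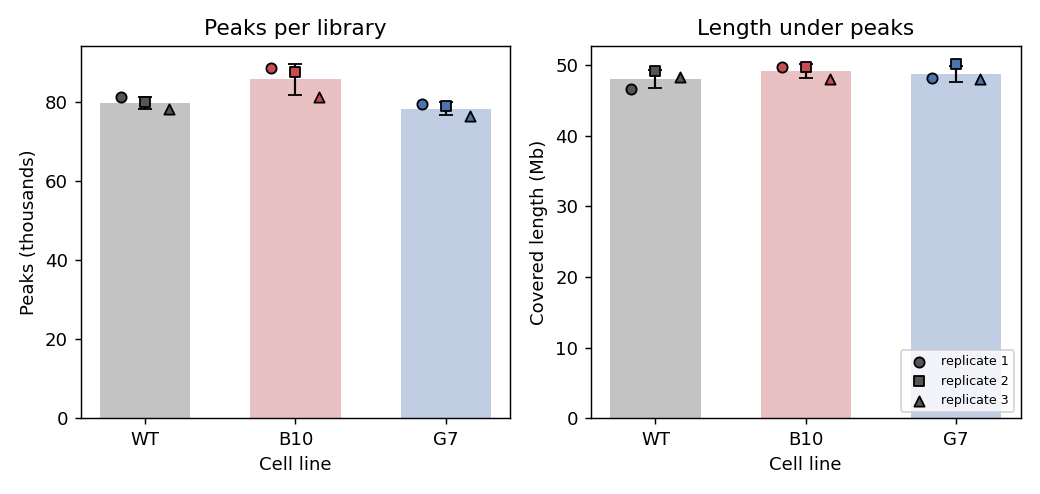
Number of peaks (left) and covered length in Mb (right) for each library, by cell line. Bars are means of 3 libraries, error bars are SD and symbols mark the replicate number. The B10 libraries reach 88535 peaks, and covered length overlaps between the lines.

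The libraries were then compared with each other. The Jaccard index of covered bases averaged 0.692 within lines and 0.632 between lines. The difference of 0.0601 was the largest of all 280 groupings of the 9 libraries (exact one-sided permutation p = 0.00357). The mean index of B10 with WT was 0.609, that of G7 with WT 0.639 and that of B10 with G7 0.649. The replicate 1 libraries stood apart from replicates 2 and 3 of their own line. In WT, the index of replicates 2 and 3 was 0.749, while that of replicate 1 with them averaged 0.655. Among replicates 2 and 3 alone, the index was 0.738 within lines and 0.653 between lines, so the difference held there. Replicate 1 alone has 1 library per line and gives no value within lines.

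**Figure D2:**
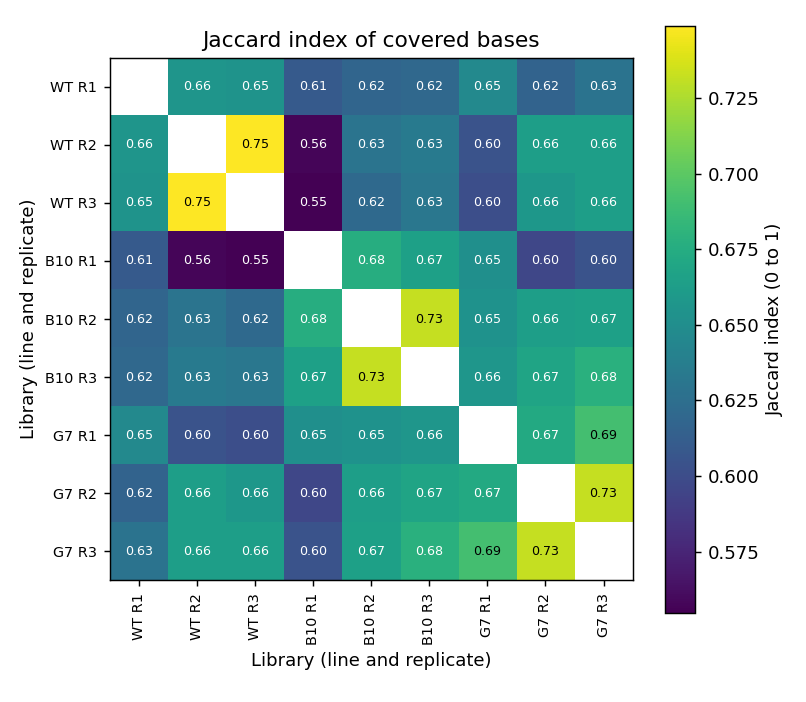
Jaccard index of covered bases (0 to 1) for each pair of the 9 libraries, labelled by line and replicate (R). The index averages 0.692 within lines and 0.632 between lines, and the index of WT replicates 2 and 3 is 0.749.

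Peaks of the 9 libraries merged into 135835 regions, of which 97338 were consensus regions. A peak was present in all 9 libraries in 47431 of these (48.7%). To ask which regions differ between KO and WT cells, each clone was compared with WT. In B10, 10157 regions were gained and 7381 lost. In G7, 5536 regions were gained and 7227 lost. In both clones, 2889 regions were gained (2.97% of consensus regions) and 4247 were lost (4.36%). With an equal number of peaks per library, B10 gained 7601 and lost 8466 regions, so the order of gains and losses in B10 was reversed. The rule that moved the counts in both clones most counted the present side only from peaks with a −log10 q of at least 10, which gave 752 gained and 1506 lost regions.

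A pair of unchanged clones simulated against the same WT libraries shared 877 gained regions on average (at most 950 in 100 simulations) and 551 lost regions (at most 598). The observed counts in both clones lay above every simulation. However, the simulated clones differed from WT only by the sampling of libraries, and each gained 2464 regions on average against 10157 and 5536 observed. Differences between clones were left out, so the simulations cannot tell an effect of the knockout from such differences. A region called in both clones is also a region where WT alone differs, so a trait of the WT line would give the same calls. Of the regions gained in G7, 52.2% were gained in B10, and of those gained in B10, 28.4% were gained in G7, while the simulated share was 35.6%. For lost regions the shares were 58.8% and 57.5%, against 28.0% simulated. The number of regions that differed between B10 and G7 was also large, with 8030 that held a peak in B10 and not in G7 and 4128 in the reverse case. With an equal number of peaks per library these were 5521 and 5502, so the imbalance followed the number of peaks. Without B10 replicate 1 or 2 they were 4896 against 5570 and 4303 against 5905, and without G7 replicate 2 or 3 the reverse case fell to 2055 and 2046, which the rule favours by construction. Leaving the same replicate number out of every line kept the order (7019 against 3479, 5349 against 2950 and 6203 against 2750 without replicate 1, 2 or 3).

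Counts were repeated within replicate numbers, since replicate 1 stood apart. From replicates 2 and 3 alone, 3032 regions were gained and 3676 lost in both clones. From replicate 1 alone, where each line has 1 library and a call rests on 1 peak, 6485 were gained and 5885 lost. Lost regions outnumbered gained regions in the pooled count and in replicates 2 and 3, but not in replicate 1. The counts also moved when 1 library was left out, in part by construction, since a line with 2 libraries must hold a peak in each to be present and has fewer chances to break an absence. Regions gained in B10 numbered 6486 without B10 replicate 1 and 5933 without B10 replicate 2. Those gained in G7 numbered 3409, 3189 and 3327 without G7 replicate 1, 2 or 3, and 9013 without WT replicate 1. Lost regions numbered 3778 in B10 and 3732 in G7 without WT replicate 2, and 3926 and 3870 without WT replicate 3. Regions gained in both clones numbered 1890 and 1917 without G7 replicate 1 or 2. Without WT replicate 1, 5596 regions were gained and 3205 lost in both clones. Without WT replicate 2, 3698 were gained and 2083 lost, and without WT replicate 3, 3559 were gained and 2152 lost. These changes of order follow from the rule and do not bear on it. When the same replicate number was left out of every line, lost regions outnumbered gained ones each time, with 3690 against 3042 without replicate 1, 2755 against 1793 without replicate 2 and 2559 against 1979 without replicate 3. They did so with equal numbers of peaks as well (4443 against 2546). The order in replicate 1 alone was the exception.

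Gained and lost regions were not spread evenly over chromosomes. In B10, the log2 ratio of gained to lost regions was 1.81 on chromosome 6 (871 gained and 249 lost) and 1.74 on chromosome 13 (674 and 202), but -1.04 on chromosome 5 (328 and 676). In G7 it was 1.10 on chromosome 8 (423 and 198), -1.89 on chromosome 2 (212 and 784) and -1.83 on chromosome 5 (172 and 613).

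**Figure D3:**
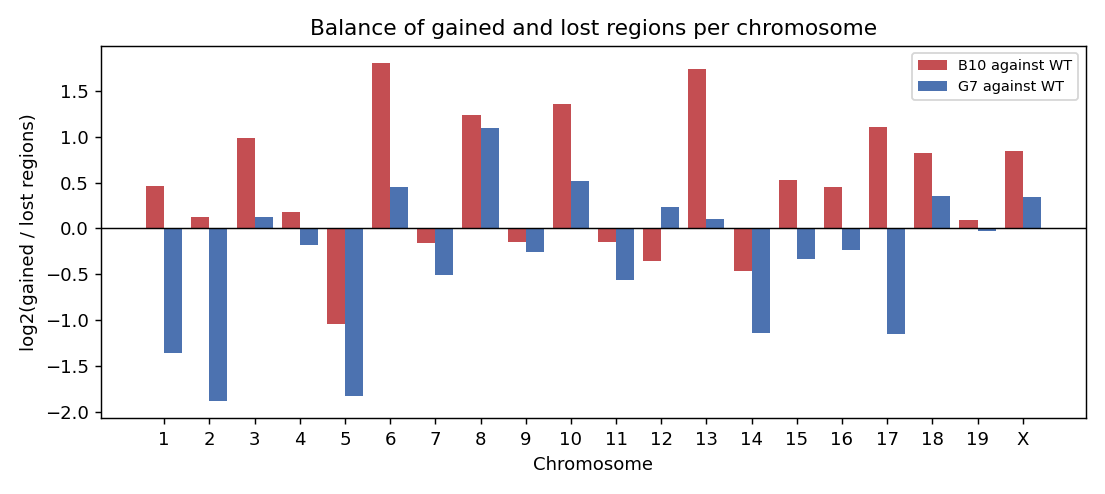
The log2 ratio of gained to lost regions on each chromosome (chromosome Y left out for its few regions), for B10 and G7 against WT. The ratio in B10 is 1.81 on chromosome 6, and in G7 it is -1.89 on chromosome 2.

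Next, the genomic annotation of changed regions was examined. Of the regions gained in both clones, 16.5% (95% Wilson interval 15.2 to 17.9) lay at a promoter, and of the regions lost in both, 18.7% (17.6 to 19.9). Both shares were lower than the 34.9% (34.5 to 35.3) of regions with a peak in all 9 libraries (Fisher's exact p = 1.26e-101 for gained and 2.09e-110 for lost, two-sided). Changed regions were weak, with a median rank of 26.4 for gained and 20.2 for lost regions against 68.2 for regions present in all 9 libraries. Against other regions of like rank, gained regions did not differ (16.5% against 16.1%, permutation p = 0.501), and lost regions were more often at promoters (18.7% against 16.0%, permutation p = 0.002, the smallest that 1000 draws allow). The difference between gained and lost regions (Fisher's exact p = 0.0182, two-sided) was lost when a promoter was 1 kb either side (-0.469 percentage points, Fisher's exact p = 0.536), and also without B10 replicate 1, 2 or 3 (-1.79, -1.54 and -1.75) or G7 replicate 1, 2 or 3 (-0.190, -0.263 and -1.06). It stayed with equal numbers of peaks (-2.27, Fisher's exact p = 0.0175) and was larger without WT replicate 1, 2 or 3 (-4.29, -4.97 and -5.81, with Fisher's exact p of 3.0e-06 or less). Introns held 46.2% of gained and 35.6% of lost regions, and intergenic sequence held 31.2% and 40.9%.

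To ask which transcription factor sites lie in changed regions, exact motif matches near summits were counted. The AP-1 motif was found in 328 of 2889 gained regions (11.4%) and in 17.9% of matched regions, so it was less frequent in gained regions (permutation p = 0.002, adjusted p = 0.003). In lost regions it was more frequent, with 1200 of 4247 (28.3%) against 16.0% in matched regions (permutation p = 0.002, adjusted p = 0.003). The SOX motif was more frequent in gained regions (6.89% against 4.78%) and less frequent in lost regions (3.63% against 4.65%), each with a permutation p = 0.002 and adjusted p = 0.003. A p of 0.002 is the smallest the draws can give. The A tract did not differ in gained (5.88% against 6.46%, adjusted permutation p = 0.221) or lost regions (4.33% against 4.64%, adjusted p = 0.318). This depended on the libraries, as the share fell below matched regions after adjustment without B10 replicate 1 (5.46% and 4.20%), without G7 replicate 3 (5.26% of gained) and without WT replicate 1 (3.62% of lost). It also did so without replicate 1 of every line (3.74% of lost) and without replicate 3 of every line (5.15% of gained). From the replicate 1 libraries alone, the AP-1 share was 12.1% in gained regions against 18.3% in matched ones, and 27.3% in lost regions against 17.2%. The SOX share there was 6.25% against 4.82% in gained regions and 3.52% against 4.68% in lost regions.

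**Figure D4:**
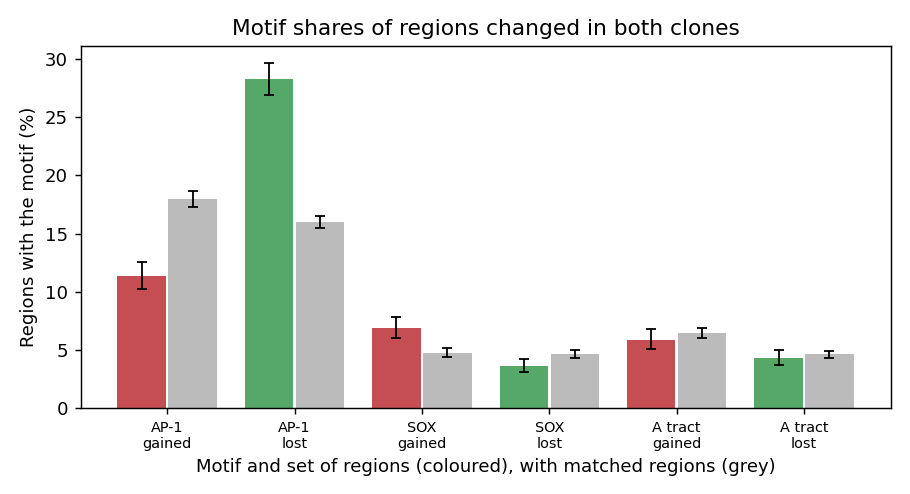
Share of regions (%) with a motif match within 100 bp of the summit, for regions gained (red) or lost (green) in both clones, with 95% Wilson intervals. Grey bars are the mean of matched regions with the SD of 1000 draws. The AP-1 motif is in 28.3% of lost regions and 16.0% of matched regions.

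Gene lists were used to ask whether changes gather near genes of mesenchymal lineages. Of 324 consensus regions nearest to adipocyte genes, 10 were gained in both clones (3.09%, random lists 3.42%, permutation p = 0.895) and 9 were lost (2.78%, random lists 3.68%, permutation p = 0.556). Near cartilage genes, 29 of 373 regions were gained (7.77% against 3.70%, permutation p = 0.0498), which did not pass adjustment (adjusted p = 0.199). Only 1 of these 373 regions was lost (0.268% against 3.46%, permutation p = 0.0006, adjusted p = 0.0048). This call was not kept with equal numbers of peaks (0.862%, adjusted permutation p = 0.218) or with start sites limited to 50 kb (adjusted p = 0.346). Nor was it kept without G7 replicate 3 (0.831%), WT replicate 1 (0.269%), or WT replicates 2 or 3 (0% each). Without WT replicate 2 or 3 the share of random lists was 1.655% or 1.693%. A share of 0% is the lowest possible, so these 2 fits had little room to show a depletion and do not speak against it. Bone genes (2.44% gained and 1.95% lost of 205 regions) and muscle genes (3.09% and 6.19% of 97 regions) did not differ from random lists, with adjusted permutation p of 0.514 or more. Shares moved with the library left out, and those of random lists moved as well. Without WT replicate 1, the share gained was 7.55% near adipocyte genes (random lists 6.79%, adjusted permutation p = 0.828), 12.4% near cartilage genes (7.52%, adjusted p = 0.218) and 7.53% near muscle genes (6.97%, adjusted p = 0.871). Without G7 replicate 2, 4.95% was gained near cartilage genes (2.68%). The share lost near bone genes was 0.498% without WT replicate 2 (1.89%), and that near muscle genes was 3.30% without WT replicate 3 (1.88%).

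*Atrx* lies on the minus strand of chromosome X at 105797615 to 105929403 (mm10). The region over its start site (105928729 to 105929868) held a peak in all 9 libraries, with ranks of 80.8 to 86.0. Peak presence at a promoter does not report whether the protein is made. An intronic region (105921472 to 105921721) was lost in both clones, with a peak in WT replicates 2 and 3. Another (105908817 to 105910044) held a peak in all 6 KO libraries and in 1 of 3 WT libraries, which the rule did not call. It is mentioned after its values were seen.

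Across the 8 named loci there were 80 consensus regions, of which 2 were gained and 3 lost in both clones. This share of gained regions (2.50%) was no higher than that of all consensus regions (2.97%). At *Pparg*, which encodes a regulator of fat cell formation (chromosome 6, 115360951 to 115490399, plus strand), none of 22 regions was called in both clones. Its promoter region (115360782 to 115361892) held a peak in all 6 KO libraries, with ranks of 82.5 to 87.2 in B10 and 83.2 to 84.3 in G7. In WT it held a peak in 2 libraries, with ranks of 9.89 and 20.8, so the rule of presence did not call it. In the upstream window, the region at 115340038 to 115340847 (intergenic) held a peak in all 9 libraries, with ranks of 73.4 to 84.5 in B10, 66.0 to 76.3 in G7 and 30.3 to 58.7 in WT. The window upstream of other start sites of the gene held 2 more regions, in introns. The first (115396935 to 115397390) had a peak in 3 B10, 1 G7 and 1 WT libraries, and the second (115406705 to 115407470) in 2 B10, 1 G7 and 1 WT libraries. Regions open in every library on chromosome 6 ranked higher than in WT by a median of 5.68 percentile points in B10 and 1.45 in G7.

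At *Lpl* (chromosome 8, 68880491 to 68907448, plus strand), a promoter region (68882131 to 68883053) was gained in both clones, with a peak in replicates 1 and 2 of each and ranks of 3.42 to 32.5. Regions open in every library on chromosome 8 ranked higher by 3.86 points in B10 and 4.17 in G7. Downstream of *Fabp4* on chromosome 3, an intergenic region (10173782 to 10174408) held a peak in all 6 KO and 0 of 3 WT libraries, with ranks of 11.6 to 28.3. At *Etv1* on chromosome 12, 2 regions were lost in both clones (38874567 to 38874814 and 38904611 to 38904815), each with a peak in WT replicates 2 and 3 only. Both lay past the end of the gene, at promoters other than that of *Etv1*, with ranks of 8.24 to 14.2. The *Etv1* promoter region held a peak in all 9 libraries, with ranks of 79.4 to 84.9 in B10 and 81.7 to 84.1 in G7 and WT. Its intron region at 38793234 to 38794297 ranked 18.5 to 37.0 in B10, 5.91 to 21.8 in G7 and 39.8 to 48.9 in WT. That at 38843601 to 38844391 ranked 80.7 to 83.4, 75.6 to 81.9 and 87.7 to 90.1. That at 38788364 to 38788973 ranked 78.7 to 84.0, 70.9 to 76.9 and 77.3 to 86.2, and that at 38860411 to 38861066 was gained in B10 alone. *Cebpa*, *Cd34* and *Fam46a* had no region called in both clones, and their promoter regions held a peak in all 9 libraries. The *Cd34* promoter region ranked 55.6 to 68.1 in B10, 24.9 to 62.4 in G7 and 62.7 to 79.2 in WT. The ranks were 78.7 to 81.5, 83.7 to 88.2 and 84.1 to 88.1 at *Cebpa*, and 83.2 to 86.3, 74.0 to 80.6 and 78.8 to 87.6 at *Fam46a*. No test was run on these ranks.

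**Figure D5:**
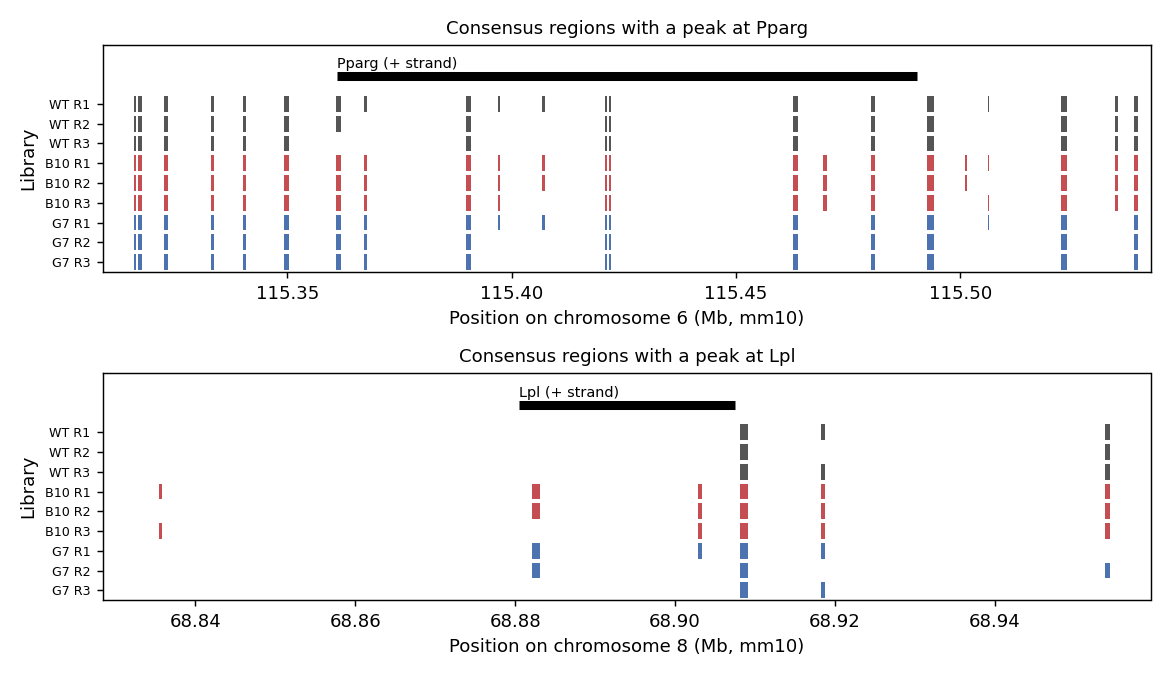
Consensus regions with a peak in each library (rows, with R for the replicate) at *Pparg* on chromosome 6 and *Lpl* on chromosome 8, in Mb of mm10, with the gene drawn in black. The *Pparg* promoter region has a peak in all 6 KO libraries and in 2 WT libraries.

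A peak was present in all 6 KO and 0 of 3 WT libraries in 1054 regions, and in all 3 WT and 0 of 6 KO libraries in 1587. The gained region whose lowest rank was highest (84.2, with ranks up to 88.5) was on chromosome 15 at 72809076 to 72810733, at the promoter of *Peg13*. It was followed by the promoter of *Slc24a3* on chromosome 2 (145166961 to 145168690). A further 2 lay on chromosome 14, in an intron 14.5 kb from *Gm3636* (6756093 to 6757637) and at the promoter of *Gm2237* (19584030 to 19585718). Both of these may belong to a family of near-identical gene models, which was not measured here, so reads there are uncertain. Regions open in every library ranked lower than in WT on chromosome 2 in G7 (-3.90 points) and on chromosome 14 (-1.84 in B10 and -2.16 in G7), against the direction of these gains. The last lay in an intron 3.5 kb from *LTO1* on chromosome 7 (144918191 to 144919074). The lost regions were at the promoters of *Agrn* and *Isg15* on chromosome 4 (156197082 to 156198224, ranks of 91.7 to 96.7), *Oxr1* on chromosome 15 (41446838 to 41448304) and *Rnls* on chromosome 19 (33391609 to 33392466). The others were intergenic, 41.4 kb from *Aipl1* on chromosome 11 (71995758 to 71996410) and 5.9 kb from *Tnr* on chromosome 1 (159517492 to 159518283), a chromosome where ranks in G7 were lower in general (-2.39 points).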

Values the study reported

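The study reported 8750 ATAC-seq peaks that gained accessibility in *Atrx* KO MPCs. It intersected them with 5074 regions of decreased H3K9me3 and found 162 that overlapped.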

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

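The order of peak numbers within replicate numbers was examined only after it was seen. The tests of depth and of both ends of a chromosome were set before their results were seen. The differences between B10 and G7 in this part were not tested beyond what is given here.

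Every B10 library held more peaks than the WT mean and every G7 library fewer, a difference between the clones of 7500 peaks. The difference of the clones itself had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. A difference between replicate numbers argues poorly for this pattern, because the order B10, WT, G7 was kept within each replicate number, with a smallest difference of 880 peaks. Sequencing depth stays open. The median −log10 q at regions open in every library averaged 59.2 in B10, 57.2 in G7 and 63.1 in WT, with libraries that overlapped between lines. The difference of B10 from WT was -3.90, but 0.137 without WT replicate 2, so it rests on that library and decides nothing. Read counts would be needed. A difference between clones stays open as well and cannot be told apart from depth here.

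On chromosome 1, regions open in every library ranked by −log10 q above WT in all B10 libraries and below WT in all G7 libraries, by a difference of 2.75 percentile points. The shift on chromosome 1 was only 0.352 in B10 (0.0405 in replicate 3), against -2.39 in G7, so the pattern there rests mainly on G7. On chromosome 12 the signs were opposite, with a difference of -2.89. Ranked by fold enrichment, these opposite signs were not seen in every library. On chromosome 1 the G7 libraries then went both ways (0.108, 0.429 and -0.476), and on chromosome 12 the shift was above WT in B10 (1.27) and G7 (0.818). By fold enrichment, however, B10 lay above WT on each of the 20 chromosomes, from 0.750 on chromosome 14 to 2.91 on chromosome 6. The sign of the shift by fold enrichment therefore cannot decide the pattern. No test of these differences was run, and with 20 chromosomes some such patterns can arise by chance. A candidate explanation is a difference in the copy number of these chromosomes between the lines, since more copies give more fragments and a higher −log10 q, unless an input control removed this. It predicts that both ends of a chromosome move together. In G7, which had the larger shift on each, chromosome 1 moved by -2.32 in one part and -2.45 in the other when divided at its midpoint, and chromosome 12 by 1.36 and 1.95. No genome sequence of the lines was analysed here, so a chromosome-wide change of accessibility stays open.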

How the results depend on the processing

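Leaving one replicate number out of every line, and asking a library to cover at least 50% of a region, were alternatives chosen after seeing the data. The direction of peak numbers against WT, the excess of the Jaccard index within lines, and the directions of the AP-1 and SOX motif shares held under every alternative run for them, including each library left out.

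Counts of regions depended on the rule. A count within a factor of 1.5 of its main value was taken to hold, and only counts beyond that factor are given in this paragraph. With a −log10 q of at least 10, 6693 regions were gained in B10, 3450 were gained in G7 and 5198 were present in B10 and not in G7. With that minimum on the present side only, B10 gained 3480 and lost 2984, G7 gained 1457 and lost 2790, both clones gained 752 and lost 1506, and 2406 and 1130 regions were present in B10 or G7 alone of the clones. With all 3 libraries against 0 of 3, the counts in the same order were 4827, 2989, 2179, 2894, 1054, 1587, 3321 and 1363. The last 2 rules ask for more on the present side and so give fewer regions by construction. With at most 1 library allowed on the absent side, G7 gained 8543 and both clones gained 4753 regions. The overlap of at least 50% of the region or of the peak moved nothing, since every peak lies within its merged region, so it tests nothing. Without that overlap, the replicate block below and values that did not change at all, and apart from leaving libraries out, 76 results held, 25 moved, 4 weakened, 2 strengthened and 4 reversed.

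Libraries with the same replicate number deviated together in replicate 1 (correlations of 0.199, 0.213 and 0.266) but less so in the others (as low as 0.0774), so the numbers were not taken to pair the libraries. The replicate block gave 8543 regions gained in G7 and 4753 gained in both clones, the same as the rule above, to which it reduces here. The other counts of regions rose as well, such as those gained in B10 (14565) and lost in both clones (5727). They stayed within a factor of 1.5 of their main values and were therefore taken to hold.

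The covered length reversed with a −log10 q of at least 10 (-0.0657 Mb for B10 and -0.0301 Mb for G7) and with equal numbers of peaks (-0.536 Mb for B10), and no p was below 0.3 in the main comparison. The share of gained regions at promoters moved to 20.1% with all 3 libraries against 0 of 3 and to 9.14% with a promoter of 1 kb, and that of lost regions to 23.2% and 9.61%. The second follows from the narrower window. The difference of gained from lost was then -3.07 percentage points (Fisher's exact p = 0.0681) and -0.469 (p = 0.536), no longer below 0.05. The share of lost regions near cartilage genes was 0.862% with equal numbers of peaks and 0% with start sites within 50 kb (random lists 3.775%). Neither was called after adjustment, though 0% is the lowest possible share. The share of gained regions near bone genes reversed against random lists with that limit (3.48%). The A tract became less frequent than in matched regions in lost regions with equal numbers of peaks (4.05%) and in gained regions within 50 bp (2.11%). For results with no construction named here, the cause was not tested.

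Across fits that each left out one library or one replicate number, consensus regions ranged from 82956 to 95497. Gained regions ranged from 5933 to 15168 in B10, from 3189 to 9013 in G7 and from 1793 to 5596 in both, and lost regions from 3778 to 9606, from 3732 to 9536 and from 2083 to 4954. The highest count of gained regions in both came without WT replicate 1 and the lowest of lost regions without WT replicate 2, both in the direction that the rule gives by construction when a WT library is missing. Regions in B10 and not in G7 ranged from 4303 to 11697, and the reverse from 2046 to 5905. Promoter and list shares were not run with a replicate number left out, so their ranges cover single libraries only. The promoter share ranged from 14.9% to 18.3% in gained and from 18.2% to 22.3% in lost regions, and their difference from -5.81 to -0.190 percentage points. The A tract ranged from 5.15% to 6.34% in gained and from 3.62% to 4.80% in lost regions, the gained share reversing against matched regions without WT replicate 1 (6.34%) and the lost share without WT replicate 2 (4.80%) or 3 (4.23%) and without replicate 2 (4.79%) or 3 (4.34%) of every line. Of the list shares, those of gained regions ranged from 1.29% to 7.55% for adipocyte, 4.95% to 12.4% for cartilage, 1.01% to 5.39% for bone and 1.04% to 7.53% for muscle genes, and those of lost regions from 1.59% to 4.44%, 0% to 0.831%, 0.498% to 3.08% and 3.30% to 7.78% in the same order. Against random lists, directions reversed for muscle (gained 3.33% without B10 replicate 1 and 7.53% without WT replicate 1), bone (gained 2.46% without G7 replicate 2) and adipocyte genes (gained 2.52% without G7 replicate 3 and 7.55% without WT replicate 1, lost 1.92% without WT replicate 3). The unknown depth limits every count here, since weak regions can cross the threshold of the peak caller.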

Other observations

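The splits of libraries, the correlation across chromosomes, the size of the GC trend, the resemblance of replicate 1 libraries to their own line and the repeat test were chosen after the result was seen. The other tests were set down before their results were known.

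The number of regions gained in both clones was 2889. That is lower than the value quoted from the study above. The study tested read counts, while presence of peaks was compared here, and the rules differ too much for a closer comparison.

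For each pair of lines, 1 of the 10 splits of the 6 libraries, the real one, gave as many differing regions. This held for B10 against WT (17538 regions, largest other split 9940), G7 against WT (12763 and 9085) and B10 against G7 (12158 and 8391). With 10 splits the share is never under 0.1, so this decides nothing. When both clones were set against WT, 1 of the 84 splits of the 9 libraries gave as many (8445 regions). The next was B10 set apart (7372), and G7 set apart gave 4212. With all peaks, the gap between WT and the KO lines was therefore not much larger than that between B10 and the other lines. A split treats the other libraries as a single group, unlike the calls made line by line. By those calls, regions present or absent in WT alone numbered 4247 and 2889, against 4934 and 1662 for B10. With an equal number of peaks per library they were 4443 and 2546 against 3355 and 2290. The closeness thus depended in part on the number of peaks. Clone differences cannot be set aside as a part of the gap.

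The uneven balance of chromosomes may reflect copy number. The balance of gained to lost regions correlated with the shift in rank (by −log10 q) of regions open in every library. Across 20 chromosomes, Pearson's r was 0.849 in B10 (permutation p = 1e-05, Spearman's rho 0.747, p = 0.00026) and 0.918 in G7 (permutation p = 1e-05, rho 0.791, p = 7e-05). A p of 1e-05 is the smallest the permutations can give. Without the 2 chromosomes farthest from the median, r was 0.764 and 0.880. The shifts of both parts of a chromosome divided at its midpoint correlated, with r of 0.942 in B10 and 0.914 in G7. There were exceptions, such as chromosome 11 in G7 (-1.66 and 0.777), chromosome 17 in G7 (-0.0357 and -1.89) and B10 (2.66 and 0.656), and chromosome 4 in B10 (-0.929 and 0.735), which copy number of the whole chromosome does not give. Ranked by fold enrichment, shifts varied less between chromosomes (SD of 0.583 in B10 and 0.444 in G7). GC content argues poorly as the whole cause, since its trend was too small. The shift that GC content gives had an SD between chromosomes of 0.112 in B10 and 0.0184 in G7, against 2.05 and 1.77 for the shift itself. The copy number explanation assumes that no input control removed it in the peak calls, which is unclear. Chromosomes are not independent replicates. Copy number does not account for all calls in both clones. On the 10 chromosomes that shifted by less than 1 point in each clone, 1424 regions were gained and 1944 lost in both. These counts were above the most in 100 simulations of unchanged clones (484 and 311). The simulations left out differences between clones, so such differences stay open for these calls.

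The replicate 1 libraries of the 3 lines stood apart from the others together. Setting them apart gave 5701 differing regions, of which 3207 held a peak in replicate 1 and 2494 in the others. With an equal number of peaks per library, 4 of the 84 splits gave as many as this one (5341 regions), so the number of peaks argues poorly as its cause. Swapped lines within replicate 1 argue poorly too, as each resembled its own line most, with a smallest margin of the Jaccard index of 0.0265. A difference in preparation or sequencing between replicate 1 and the others may explain it and was not tested, since the labels name no batch. No biological explanation was tested.

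Relative to matched open regions, the AP-1 motif was depleted in gained and enriched in lost regions. The study lists motifs of ZNF384, AP-1 and the Sox family among the top motifs of its gained peaks. It used another set of regions and another method, and its search was not repeated here. The motifs tested here were chosen from that list, and the libraries are the same. The higher SOX share in gained regions is therefore not independent of the result of the study. Regions with a peak in at least 4 libraries of replicates 2 and 3 and in no replicate 1 library held the motif in 40.7%, against 17.4% of matched regions, so the motif also follows the replicate 1 difference. That difference argues poorly as the whole cause, since within replicate 1 alone the share was 27.3% in lost and 12.1% in gained regions, against 17.2% and 18.3% in matched ones. Copy number argues poorly as well, as on chromosomes with little shift the shares were 27.2% and 11.3%, against 15.9% and 17.8%. The SOX motif kept its directions in both tests, with 6.25% of gained and 3.52% of lost regions in replicate 1 alone, and 7.23% and 3.14% on chromosomes with little shift. A lower use of AP-1 sites and a higher use of SOX sites in both KO clones is a hypothesis that these shares are consistent with. The study reported lower proliferation and colony formation in both of its KO lines than in WT, so a difference in growth is a competing explanation. Whether growth or density of the cultures gave these shares was not tested here and stays open.

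Regions with a peak in B10 alone came in runs of neighbours. Of 4934 such regions, 913 (18.5%) lay in runs of 4 or more consensus regions, against at most 16 when the calls were shuffled over all regions. The longest run had 26 regions on chromosome 17 from 90840614 to 91946500. Runs held 7.44% of the regions present in WT alone (316 of 4247, at most 12 when shuffled). They held 1.28% of those in G7 alone (20 of 1560, at most 4 when shuffled). Runs were thus above the shuffles in every line. The share in runs also depends on the number of regions called, so these shares do not compare the lines directly. The number of peaks called argues poorly as the cause, since 680 regions lay in runs with equal numbers of peaks. GC content and rank also argue poorly, as shuffling within cells of both gave at most 12 against the 913 seen. On the 12 chromosomes with little shift in B10, 575 regions lay in runs, against at most 8 when shuffled, so copy number of whole chromosomes is not the whole cause. Gains of smaller segments were not tested. B10-only regions lay a median of 66.2 kb from a protein-coding start site, against 24.5 kb for all consensus regions, so a change over broad gene-poor domains in this clone may be behind the runs. Regions in G7 alone lay a median of 26.9 kb from such a start site and those in WT alone 29.8 kb, so the greater distance was seen in B10 only. Whether the runs themselves differ between the clones was not tested.

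Loss of ATRX has been linked to repeats, so gained regions were asked to hold more repeat sequence. The summit window was mostly repeat in 7.48% of regions gained in both clones and in 6.72% of matched regions (permutation p = 0.0899, two-sided). For lost regions it was 6.57% against 6.50% (permutation p = 0.877). The data do not decide whether repeats opened, and reads from repeats that map to many places may be missing from peak lists.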
